A study of Xenopus laevis with 2 samples. Its data were reported in "Pre-marking chromatin with H3K4 methylation is required for accurate zygotic genome activation and development" (2025).

How the data were processed

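Whole Xenopus laevis embryos taken before zygotic genome activation (ZGA) were assayed for open DNA by CATaDa, an accessibility assay derived from targeted DamID. In it an untethered bacterial Dam methylase marks adenine in GATC motifs of accessible DNA. Per the labels, embryos received 2.3 ng of a Dam-only construct at the 1-cell stage and were collected at the 256-cell stage, 4.5 h after fertilisation, with 500 embryos per replicate. The 2 samples formed 1 group of 2 replicates. Libraries of non-injected embryos were not analysed here.

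The authors cut methylated motifs with DpnI, ligated adapters, removed unmethylated fragments with DpnII and amplified the remainder by PCR. Paired-end reads were processed by the authors with the damidseq pipeline and placed on the X. laevis assembly v10.1 with bowtie2. The authors called broad peaks with MACS 3.0.1 separately on the mapped reads of each replicate. A control library and the cutoff of the caller were not stated for these calls.

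The deposited positions of each peak were its start and end on the assembly, and coordinates below count from 1. The deposited score was 10 times the -log10 q, cut to a whole number, in nearly all peaks, and was not used further. The authors' fold enrichment is the ratio of the pileup to the background of the caller, averaged over the broad region. The authors' -log10 p and -log10 q were averages over the region in the same way. These values per peak were the authors' and served to describe, rank or filter peaks within a list. Between the lists they served only to correlate shared peaks and to choose the named peaks. The lowest -log10 q was 1.01 in replicate 1 and 1.00 in replicate 2. The peak lists hold no read counts, so the depth of the libraries is unknown and no counting interval was given.

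Peaks, covered length, width and fold enrichment were described per replicate and as mean and SD over both. A peak was shared when it had at least 1 bp in common with a peak of the other replicate. Overlap was set against 100 circular rotations of the peaks of replicate 1 along each of the 18 assembled chromosomes, one-sided. The smallest p-value that 100 rotations can give is 0.0099. Such a test compares the 2 libraries and not conditions. Fold enrichment was compared by Spearman's rho over shared peaks, each peak of replicate 1 taken with its longest overlap. Its 95% interval came from 100 bootstrap draws of blocks of 5 Mb. Peaks are not independent replicates, so no p-value was computed for rho. Coverage of L and S chromosomes was compared over 9 homeologous pairs with an exact two-sided sign-flip permutation test on the mean of both replicates. Chromosome length was taken as the last coordinate seen in the peaks or in the gene table.

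Gene positions came from a RefSeq gene table of assembly v10.1, the build of the peaks, with 44456 genes, of which 44438 lie on assembled chromosomes. The table gives no strand, transcript or exon, and no genome sequence was used here. The planned tests of promoters around the transcription start were therefore replaced by windows of 1 kb on each side of both gene ends, and the planned feature classes by the share of peak midpoints within genes. Planned results on GATC and CpG content were not run. Gene-end windows were tested against 100 rotations of the peaks within each library, one-sided. A profile of peak coverage around gene ends used protein-coding genes of at least 10 kb and bins of 100 bp. Its test, a two-sided sign-flip permutation test over 18 chromosomes with 100000 resamples, was chosen after the profile had been seen.

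Named genes were the 7 that the study displayed before ZGA or named as ZGA factors or example loci. Named peaks were the 3 shared peaks with the highest geometric mean of fold enrichment and the 3 with the widest overlap on assembled chromosomes. The rule, the main tests and the alternatives were fixed before the data were examined, apart from those stated as added later. The alternatives fixed in advance were a -log10 q of at least 2, a fold enrichment of at least 3, the upper 50% of peaks by fold enrichment, assembled chromosomes only, an overlap of at least 50% of the shorter peak, equal numbers of peaks, merging of peaks within 500 bp, peaks per Mb, omission of pair 9_10 and omission of each replicate. All alternatives for peaks within genes, for gene ends and for named genes and peaks, and the omission of stretches of 50 kb or more without peaks, were chosen after seeing the data.

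The procedures were tested on simulated data, in which simulated peaks had the widths of the real peaks. The unrelated pairs of lists held fewer peaks than the real lists. False positives for overlap were therefore not measured at the real numbers of peaks and rotations. For replicate overlap, 277551 simulated peaks with an expected share of 63.0% gave 63.1%, and 1 of 20 unrelated pairs of lists of 30000 peaks had a p-value under 0.05. For gene ends with a peak, a planted excess of 10.2 percentage points over 88876 windows was recovered as 10.2 points. Over 200 random lists the excess averaged 0.0228 points with an SD of 0.198, and 16 lists had a p-value under 0.05. For L against S subgenome coverage, 3.90% of 1000 null draws over 9 pairs fell under 0.05. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.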

Results

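Accessible chromatin of embryos before ZGA was measured by CATaDa in 2 replicates of Dam-injected whole embryos at the 256-cell stage. The series holds a single group, so the comparisons concern the replicates, the L and S subgenomes of this allotetraploid frog, and genes against the remaining genome. Each replicate was described by 1 list of broad peaks. Sequencing depth was not derivable from the lists, so differences in peak number between the replicates carry no estimate of counting error.

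Replicate 1 held 325974 peaks and replicate 2 held 277551 peaks, a mean of 301762 ± 34240 (SD, n = 2) and a ratio of 1.17. Of these, 325940 and 277520 peaks lay on the 18 assembled chromosomes. Peaks covered 136 Mb in replicate 1 and 128 Mb in replicate 2, with a mean of 132 ± 5.91 Mb (SD, n = 2). This was 4.96% and 4.66% of the 2741 Mb of assembled chromosomes. Restricting both lists to the upper 50% by fold enrichment changed the covered length most, to a mean of 66.5 Mb.

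The median width was 336 bp in replicate 1 and 374 bp in replicate 2, a mean of 355 ± 26.9 bp (SD, n = 2). The smallest width was 310 bp in replicate 1 and 349 bp in replicate 2. Exactly this smallest width was found for 124098 peaks (38.1%) of replicate 1 and 104596 peaks (37.7%) of replicate 2. The next most frequent width was 632 bp (7159 peaks) and 710 bp (5933 peaks), respectively. The widest peaks spanned 3614 bp and 4990 bp. Merging peaks within 500 bp of each other gave a mean median width of 360 bp.

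**Figure D1:**
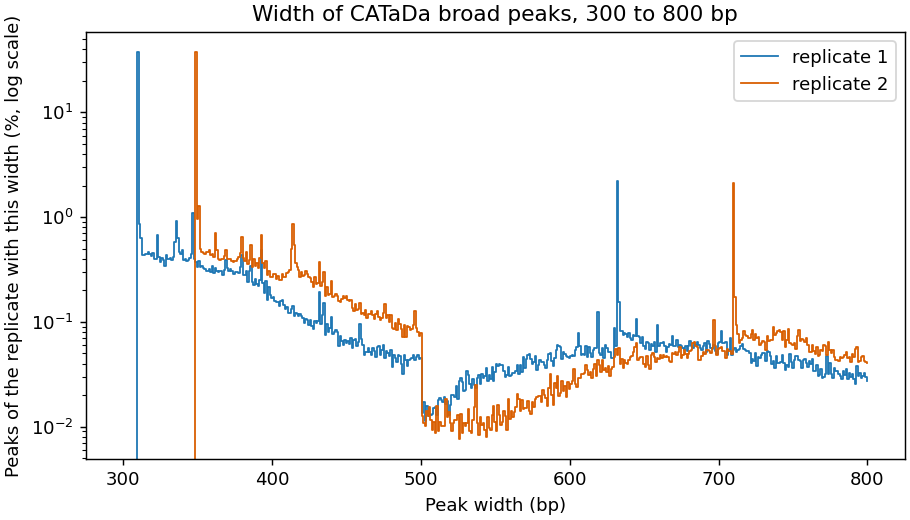
Width of CATaDa broad peaks in the narrow part of the range (x axis, bp) against the percentage of peaks of each replicate with exactly that width (y axis, log scale), with 1 line per replicate. The highest points stand at 310 bp in replicate 1 and 349 bp in replicate 2, with further points at 632 bp and 710 bp.

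The authors' fold enrichment had a median of 4.34 in replicate 1 and 4.50 in replicate 2, with a mean of 4.42 ± 0.112 (SD, n = 2). The highest values were 27.8 and 27.4. The median -log10 q was 4.88 in replicate 1 and 5.67 in replicate 2. A -log10 q of at least 2 was reached by 297019 peaks (91.1%) and 264755 peaks (95.4%). Among the alternatives, the upper 50% of peaks moved the mean median fold enrichment most, to 5.89.

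The overlap of the peak lists addressed how far peak positions recurred between replicates. In replicate 1, 216946 peaks (66.6%) overlapped a peak of replicate 2. In replicate 2, 215983 peaks (77.8%) overlapped a peak of replicate 1. The mean of both directions was 72.2%, against 9.59% for rotated positions, which ranged from 9.45% to 9.72%. The observed overlap was 7.53-fold higher than the rotated mean (one-sided p = 0.0099, permutation by rotation, the smallest that 100 rotations can give). The Jaccard index in bp was 48.7%, against 2.47% after rotation. Rotation moves peaks without regard to GATC motifs, which are the only sites that Dam marks. The excess over rotation therefore does not separate recurring accessibility from motif positions common to both libraries. The upper 50% of peaks by fold enrichment gave the lowest overlap among the alternatives, 66.8%, against 4.86% for rotated positions.

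Shared peaks had higher values than peaks found in a single list. In replicate 1, the median fold enrichment was 4.92 in shared peaks and 3.65 in the others. In replicate 2, these medians were 4.87 and 3.73. Peaks of the smallest width made up 23.9% of shared peaks and 66.3% of the others in replicate 1, and 29.1% and 67.7% in replicate 2. Ranked by -log10 q, the lowest 10% of replicate 1 peaks were shared in 30.5% of cases and the highest 10% in 99.2%. The corresponding values in replicate 2 were 52.6% and 99.9%.

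**Figure D2:**
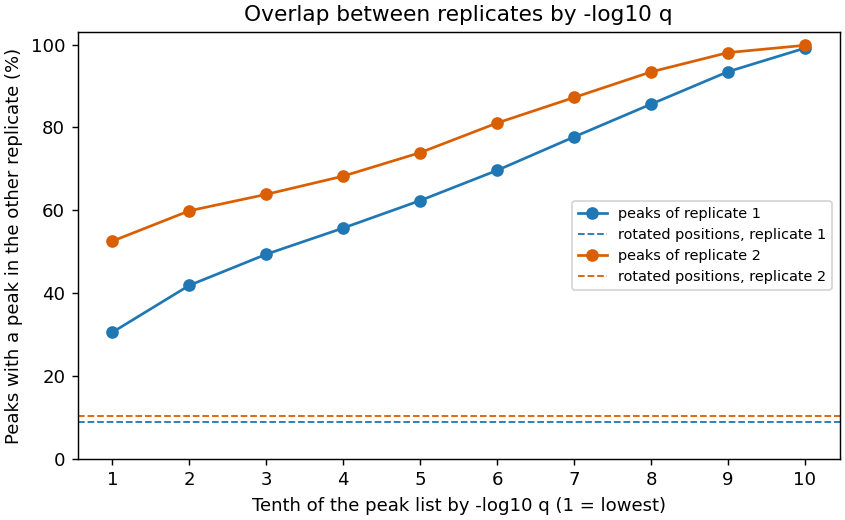
Percentage of peaks with a peak in the other replicate (y axis) for 10 equal parts of each list ordered by -log10 q (x axis, 1 is lowest), with 1 line per replicate and dashed lines for rotated positions. The share rises from 30.5% to 99.2% in replicate 1 and from 52.6% to 99.9% in replicate 2.

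Fold enrichment was compared over the 216946 pairs of shared peaks. Spearman's rho across peaks was 0.621, with a 95% block bootstrap interval from 0.617 to 0.625. For -log10 q, rho was 0.636, and for width it was 0.450. These are correlations across peaks within 1 pair of libraries, and peaks are not independent replicates. Among the upper 50% of peaks by fold enrichment, rho fell outside that interval, at 0.560.

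The L and S chromosomes were compared because X. laevis carries homeologous copies of each chromosome. The mean of both replicates covered 4.72% ± 0.193 (SD over 9 chromosomes) of L chromosomes and 4.99% ± 0.261 (SD over 9 chromosomes) of S chromosomes. Coverage was higher on the S chromosome in 9 of 9 pairs, by 0.274 ± 0.180 percentage points (SD, n = 9 pairs; exact two-sided permutation p = 0.00391, the smallest that 9 pairs allow). The difference was 0.252 points in replicate 1 and 0.295 points in replicate 2, and S was higher in 9 pairs in each. It ranged from 0.120 points in pair 5 to 0.707 points in pair 8. Pairs of chromosomes are not biological replicates, and the comparison describes these 2 libraries. Without pair 9_10 the difference was 0.285 points over 8 pairs (exact two-sided permutation p = 0.00781). The upper 50% of peaks by fold enrichment gave 0.170 points, also with S higher in 9 pairs.

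**Figure D3:**
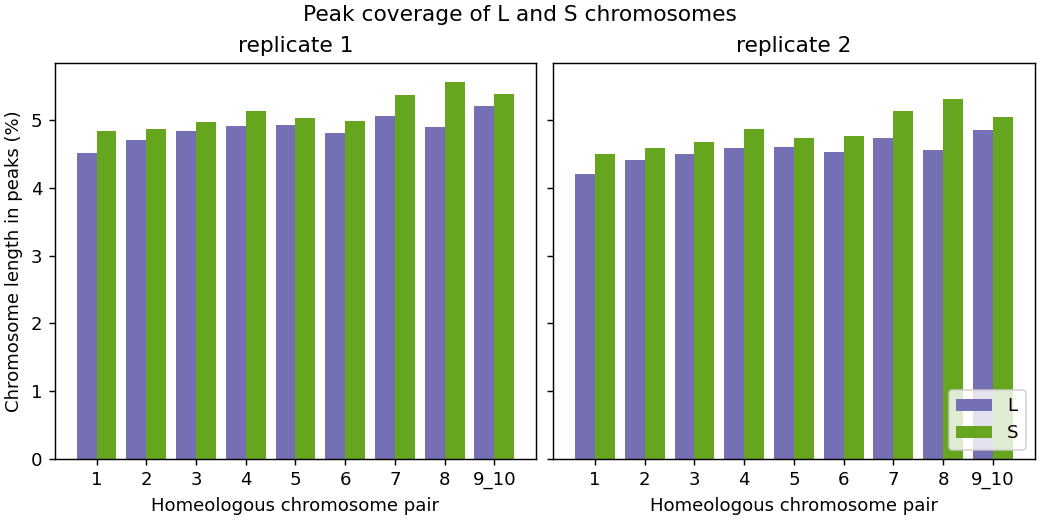
Percentage of chromosome length in peaks (y axis) for the L and S member of each homeologous chromosome pair (x axis), with 1 bar per chromosome and 1 panel per replicate. Each S bar exceeds its L bar in both panels, most in pair 8, where replicate 1 has 4.91% on L and 5.57% on S.

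The position of peaks relative to genes was examined next. Annotated genes spanned 48.9% of the assembled chromosomes. Peak midpoints lay within genes for 49.1% of peaks in each replicate (mean 49.1% ± 0.0572, SD, n = 2). After rotation this share averaged 48.9% in both replicates. As many midpoints or more fell within genes in 3 of 100 rotations for replicate 1 and in 6 of 100 for replicate 2. The observed shares, 49.14% and 49.06%, lay near the upper end of the rotated range, which reached 49.17% and 49.15%. A small excess within genes is therefore not excluded. With protein-coding genes only, chosen after seeing the data, the share was 46.4%, and these genes spanned 46.3% of the chromosomes.

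Windows of 1 kb on each side of both gene ends stood in for promoters, since the strand of genes was not used here. They pool gene starts with the opposite ends, so their shares do not measure promoters alone. A peak was present in 30.2% of 88876 windows in replicate 1, against 26.6% after rotation, and in 26.7% in replicate 2, against 23.3%. The mean excess was 3.49 percentage points. Protein-coding genes alone gave 28.4% against 26.6% in replicate 1 and 24.6% against 23.3% in replicate 2, a mean excess of 1.56 points. The tRNA, snoRNA, snRNA and rRNA genes had larger shares. Windows at tRNA genes held a peak in 49.1% and 44.7% of cases, against 26.5% and 23.2% after rotation. Windows at snoRNA genes did so in 39.6% and 37.0%, at snRNA genes in 37.7% and 35.7%, and at rRNA genes in 69.1% and 74.4%. For each of these 6 sets, all genes and protein-coding genes included, no rotation reached the observed share in either replicate (one-sided p = 0.0099, permutation by rotation, the smallest that 100 rotations can give, and 0.0116 after Benjamini-Hochberg adjustment over 14 comparisons). Windows at lncRNA genes held a peak in 25.5% and 22.3%, below the rotated 26.6% and 23.3%, and 99 of 100 rotations were at least as high in each replicate. Genes are not independent replicates. Of the alternatives, which were chosen after seeing the data, protein-coding genes of at least 10 kb lowered the excess most, to 0.575 points, and the upper 50% of peaks by fold enrichment gave 1.21 points over all genes.

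Coverage was then followed along the ends of 22981 protein-coding genes of at least 10 kb. Within 300 bp of a gene end, 4.86% of positions were in peaks in replicate 1 and 4.43% in replicate 2. Between 2 and 5 kb outside the gene, these values were 5.32% and 5.01%, and between 2 and 5 kb inside the gene they were 5.15% and 4.87%. Coverage at gene ends minus the mean of both flanks was -0.470 ± 0.385 percentage points (SD over 18 chromosomes) and was negative on 17 of 18 chromosomes (two-sided permutation p = 7.0e-05). In replicate 1 it was negative on 15 chromosomes and in replicate 2 on 17. This test was chosen after the profile had been seen. Its baseline was the flanks of genes of at least 10 kb, whereas the windows above were set against rotated positions and held genes of all lengths. For the genes of at least 10 kb alone, windows of 1 kb held a peak in 27.4% of cases against 26.6% after rotation in replicate 1, and in 23.7% against 23.3% in replicate 2, where 2 of 100 rotations were at least as high. For shorter protein-coding genes, these values were 30.5% against 26.6% and 26.6% against 23.3%. Coverage within 300 bp was also below the 4.96% and 4.66% of all assembled chromosomes. The paper normalised promoter accessibility, within 1 kb of the transcription start, to local GATC density. The windows and the profile here were not normalised and pooled both ends of genes. Neither result therefore separates accessibility from the density of GATC motifs, nor promoters from the other ends of genes. In replicate 1, the highest coverage within 300 bp inside the gene was 5.26%, at 250 bp, above the 5.15% of the inside flank. In replicate 2, coverage at 250 bp was 4.65%, below the 4.87% of the inside flank. At 350 bp, coverage was 5.40% in replicate 1 and 4.71% in replicate 2.

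**Figure D4:**
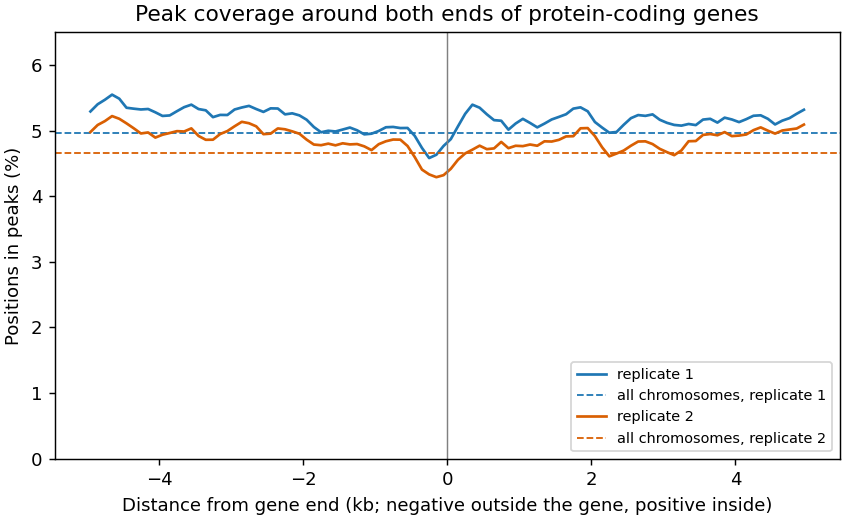
Percentage of positions in peaks (y axis) by distance from either end of protein-coding genes of at least 10 kb (x axis, kb, negative outside the gene), with 1 line per replicate and dashed lines for the coverage of all assembled chromosomes. Coverage is lowest just outside the gene end, at 4.58% in replicate 1 and 4.29% in replicate 2.

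Peaks were listed for 7 genes that the study displayed or named, within the gene and 1 kb on either side. At sox9.S (gene ID 399405; 9_10S, 19840590 to 19846183), 2 peaks were present in each replicate, and 1 of them, from 19840851 to 19841593, had the same coordinates in both, with a fold enrichment of 4.73 and 4.96. At ccnb1.S (gene ID 398163; 1S, 174646841 to 174657382), 1 peak in each replicate started at 174648514, with a fold enrichment of 3.96 and 2.998. At sox3.S (gene ID 399335; 8S, 63299041 to 63300658), 1 peak was present in each replicate, with a fold enrichment of 3.53 and 3.61. At sox3.L (gene ID 398329; 8L, 46991470 to 46993062), 1 peak with a fold enrichment of 3.72 was present in replicate 1 and none in replicate 2. At sox2.L (gene ID 398000; 5L, 114959594 to 114960783), replicate 1 had 2 peaks with a fold enrichment of 4.84 and 3.12, and replicate 2 had 1 peak of 1281 bp with a fold enrichment of 4.50. At pou5f3.2.L (gene ID 379522; 8L, 2295625 to 2299844) and pou5f3.2.S (gene ID 108699882; 8S, 27584027 to 27587612), no peak was listed in either replicate. With an unknown depth, a missing peak does not show that the site was closed. Whether a peak lay in an exon, intron or untranslated region was not determined.

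The 3 shared peaks with the highest fold enrichment were each 347 bp wide in replicate 1 and 351 bp in replicate 2. The median widths of all peaks were 336 bp and 374 bp. The highest lay on 2L from 148948703 to 148949049 in replicate 1, within the protein-coding gene LOC108708599, with a fold enrichment of 27.4 in each replicate. The next lay on 5S from 2505276 to 2505622, within meis1.S, with 27.1 in replicate 1 and 27.2 in replicate 2. The third lay on 5L from 88284324 to 88284670, outside annotated genes, with 27.1 in each replicate. The widest overlap, 2741 bp, was on 2S from 69791706 to 69794446, outside annotated genes, with a fold enrichment of 2.23 and 2.28. An overlap of 2653 bp lay on 3L from 9887182 to 9889834, at the protein-coding genes LOC121393056 and LOC121400993, with a fold enrichment of 3.11 and 2.88. An overlap of 2612 bp lay on 1S from 119745002 to 119747613, outside annotated genes, with a fold enrichment of 3.91 and 3.69. The 3 widest overlaps were not among the upper 50% of peaks by fold enrichment in either list.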

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

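The test in this part was chosen before its result was seen. Peaks were also called on the mitochondrial sequence, which no comparison above examined by itself, although these few peaks were part of the full lists used for replicate overlap and rho. Replicate 1 had 5 such peaks and replicate 2 had 6. They covered 14.3% and 18.2% of the 17388 bp seen of that sequence. Their median -log10 q was 1966 in replicate 1 and 4901 in replicate 2, which only 25 and 18 nuclear peaks on assembled chromosomes exceeded.

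If the peaks stood at chance positions, the lists would overlap no more than rotated ones. All 5 peaks of replicate 1 overlapped a peak of replicate 2, whereas rotations of replicate 1 along the sequence gave a mean of 1.72. As many overlaps occurred in 4.01% of all rotations, none of which moved the peaks by more than 348 bp. Chance placement is therefore argued against. Many copies of mitochondrial DNA per embryo may explain the high -log10 q, and methylation by Dam, DNA broken at fixed places, and nuclear copies of mitochondrial sequence all stay open. Libraries of non-injected embryos, which would separate methylation by Dam from the others, were not analysed here. No biological explanation was tested, since the design holds a single group.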

How the results depend on the processing

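The alternatives for peaks within genes, gene ends, coverage at protein-coding gene ends, named genes and named peaks, and the omission of stretches without peaks, were chosen after the data were seen. The others were planned.

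Of 41 values of the main results recomputed with both replicates, 33 kept their direction and threshold or stayed within the range set for values without a test, and 8 moved further. Values from 1 replicate were not counted, since leaving out 1 of 2 replicates always moves a mean by less than the SD. A -log10 q of at least 2 changed the covered length to 123 Mb, the median fold enrichment to 4.56 and rho to 0.606. The upper 50% of peaks by fold enrichment changed these to 66.5 Mb, 5.89 and 0.560. Both settings remove peaks of low value by construction, which lowers the covered length and raises the median. The cause of the lower rho was not tested. Peaks within genes went from 49.1% to 49.7% with any overlap and to 46.4% with protein-coding genes only, the latter by construction, since fewer genes cover less sequence.

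Every test of replicate overlap (66.8% to 73.0%), of L against S coverage (0.170 to 0.285 percentage points) and of gene ends with a peak (an excess of 0.575 to 3.54 points) kept its direction and its side of 0.05 under the alternatives that used both replicates. For gene ends of protein-coding genes of at least 10 kb, the larger p-value of the replicates was 0.0297 (one-sided, permutation by rotation). In simulation, 16 of 200 random lists fell under 0.05 by this test, so that result is less secure than the others. L against S in peaks per Mb differed by 5.34 with S higher in 9 of 9 pairs. The lower coverage at protein-coding gene ends was -0.445 points with a -log10 q of at least 2 and -0.216 points with the upper 50% of peaks (permutation p = 0.00121). Here too, homeologous chromosomes were treated as independent units. Leaving out each replicate in turn gave from 277551 to 325974 peaks, 128 to 136 Mb, an L against S difference of 0.252 to 0.295 points, an excess at gene ends of 3.39 to 3.60 points and a coverage difference at protein-coding gene ends of -0.541 to -0.398 points. Among the 26 recomputed values of named genes and peaks, 7 changed, all with the upper 50% of peaks.

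Alternatives fixed in advance for the genomic feature distribution, promoters with a peak, promoter GATC, promoter CpG and GATC density in peaks were not run, since they need strand, transcripts or sequence. No paired analysis was possible because the series holds 1 group. The unknown depth limits any statement about peaks missing from a list.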

Other observations

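The tests on peak edges, on peak width, on fold enrichment by neighbouring peaks, on sharing by -log10 q, on gene density and on rRNA copies were chosen after their results were seen. Those on long stretches without peaks, on gene-free sequence, on homeologous genes and on isolated tRNA genes were chosen before. The design holds a single group, so no explanation by a difference between groups was tested.

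Many peaks had exactly the smallest width, which differed between the replicates by 39 bp. Of 27534 overlapping pairs of smallest-width peaks, 51.6% shared their first or last base, against 0.304% for uniform offsets. The second frequent width was 12 bp more than 2 times the smallest width in both lists, and 886 of 913 overlapping pairs of such peaks (97.0%) differed by 39 bp at each end. A candidate explanation is that the caller extends reads to 1 estimated fragment length from DNA ends fixed at the same base, as cut GATC motifs would give. The motif itself was not examined, since no sequence was used here. Both lists also had a step in width at 500 bp. Widths from 491 to 500 bp held 1449 peaks in replicate 1 and 2474 in replicate 2, and widths from 501 to 510 bp held 456 and 323. Its cause was not tested.

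Peaks of replicate 2 were wider. Broader accessible regions in replicate 2 would raise the excess of width over the smallest width. At the median this excess was 26 bp in replicate 1 and 25 bp in replicate 2, a difference of -1 bp, but many peaks sit exactly at the smallest width, so the median lies close to that floor. The excess was 115 bp and 109 bp at the 75th percentile, and 781 bp and 818 bp at the 99th percentile. These values go in opposite directions and have no spread to judge them by, so the question stays open. The medians differed by 38 bp and the smallest widths by 39 bp.

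The highest fold enrichments were alike in both lists and stood on isolated peaks. Among the 1% of peaks with the highest -log10 q, the median fold enrichment was 18.4 and 16.9 for peaks with 0 neighbours within 5 kb. With 3 or more neighbours it was 3.56 and 3.27, although their median -log10 q was higher (108 and 110 against 80.7 and 85.0). The mean difference was 14.2. A candidate explanation is that the local background of the caller comes from a window that an isolated peak fills by itself, which would cap its fold enrichment. Only 15 and 9 peaks had a product of fold enrichment and width above 10000 bp. The named peaks of highest fold enrichment may therefore reflect isolation as much as accessibility.

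Peaks found in 1 replicate only may in part be chance stacks of few reads near the threshold of the caller. The shared percentage was 58.0 points higher in the highest than in the lowest 10% by -log10 q. Even the lowest 10% were shared in 30.5% and 52.6% of cases, above the rotated 8.83% and 10.3%. Those rotated values are for all peaks and ignore GATC motifs, at which chance stacks could also coincide. The excess therefore does not exclude chance stacks. Weak accessible sites missed at limited depth would give the same gradient, and the lists hold no counts that would separate these.

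S chromosomes had more of their length in peaks than L chromosomes. Higher gene density on S chromosomes is argued against, since S had more genes per Mb in 0 of 9 pairs (a mean of 15.1 against 17.9 on L). Long stretches without peaks on L chromosomes are argued against as the whole cause, since the difference was 0.259 percentage points without stretches of 50 kb or more, with S higher in 9 of 9 pairs. An excess in gene-free sequence only is argued against by a difference of 0.305 points within genes, beside 0.246 points outside genes. GATC density, repeat content and the share of sequence to which reads map uniquely stay open and were not tested.

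The largest -log10 q values, 49287 in replicate 1 and 87999 in replicate 2, lay in an array of 21 annotated rRNA genes on 3L, from 15375495 to 15472582. Of the 30 peaks with the highest -log10 q, 15 and 12 lay inside this array. Reads of a repeated sequence spread over its annotated copies are a candidate explanation that cannot be told apart from accessibility of each copy. The highest peak began 398 bp from the gene start in 4 of 5 copies of 1826 to 1827 bp in replicate 1 and in 5 of 5 in replicate 2. Copies alike in sequence share their motif positions, so equal distances would arise either way, and the largest -log10 q values lay outside these 5 copies. Fewer copies in the assembly than in the genome could raise these values further, which was not tested. These peaks, chosen after their values were seen, do not show that rRNA genes are more accessible than others.

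L and S copies of a gene tended to have peaks at gene ends together. Over 7760 pairs of protein-coding genes, both copies had a peak in 24.7% of pairs in replicate 1 and 19.8% in replicate 2. Pairs matched for gene length gave 22.9% and 18.0%. The mean excess was 1.84 percentage points, above all 1000 shuffles in each replicate (permutation p = 0.000999, the smallest they can give). Gene length alone is argued against. Conserved GATC motifs and shared sequence between copies stay open.

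tRNA genes had peaks at their ends more often than rotated positions. Repeated gene clusters are a candidate explanation. The 159 tRNA genes with no other within 10 kb had a peak in 29.2% and 27.0% of windows, against 27.0% and 23.4% after rotation, a mean excess of 2.97 points. This lay within the rotated range of 17.3% to 36.5% in replicate 1 and 14.2% to 33.3% in replicate 2. Clustered tRNA genes had a peak in 50.4% and 45.9% of windows. A smaller excess at isolated genes was not detectable with so few of them.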
